A study of Homo sapiens with 4 samples.

How the data were processed

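The series holds 4 human bone marrow samples in 2 groups. The groups are total bone marrow and lineage-negative cells, which per the labels' protocols were obtained by magnetic depletion after a density gradient so that progenitors stay behind. Group membership was taken from the sample titles. Each group has 1 library read with short reads and 1 library read as full-length transcripts, and the assay of each library was recognised from the columns of its file. All libraries were droplet-based 10x single-cell libraries, per the labels' protocols. There is thus 1 library per group and assay and no replicate check: every test below compares 2 libraries, not 2 conditions, and differences of donor, preparation or sequencing cannot be separated from the group. The labels do not say whether the libraries come from the same donor.

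The short-read tables list, for each gene and each cluster of cells, a mean count, a log2 fold change and an adjusted p-value. The mean counts are a signal that the authors scaled, since each cluster column of a deposited table sums to the same value, 3555.5 in total marrow and 6506 in lineage-negative cells. The log2 fold changes and the adjusted p-values are the authors' own, per the file headers, and describe a cluster within its library. The headers do not state the comparison group, the adjustment method, the software or the genome build. In every column 100% of the non-zero values were whole multiples of the smallest non-zero value, so whole molecule counts could be recovered by dividing by that step. The recovered counts sum to 2555487 in total marrow and 8697552 in lineage-negative cells.

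The full-length tables hold 1 line per consensus read, and per the file headers the authors give each read its collapsed isoform, the length of that isoform, the matched transcript, the gene, a structural category, a molecular identifier of 12 bases and a cell barcode of 16 bases. The deposited length belongs to the isoform and not to the single read. The 8 categories compare the splice junctions of an isoform with an annotation. A full-splice match has all junctions of a known transcript, and an incomplete-splice match has a consecutive part of them. An unannotated isoform either combines known splice sites in another way or has at least 1 splice site outside the annotation. The remaining categories are fusion, antisense, intergenic and genic. The annotation release, the genome build and the filters are not stated. Isoforms were numbered separately in each library, so unannotated isoforms could not be matched between libraries.

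A molecule was defined as a distinct pair of barcode and identifier. Counting molecules in place of reads removed 2.13% of 86183 reads in total marrow and 0.830% of 125596 reads in lineage-negative cells. Transcripts were compared with GENCODE release 29 on GRCh38. Of 9513 transcripts named in total marrow, 98.3% had their identifier in that release and 65.3% had the same version. For lineage-negative cells these shares were 98.3% and 66.3% of 13027 transcripts. Coordinates given for genes and transcripts are those of GENCODE release 29, 1-based, since the full-length and short-read tables hold none. They were not compared with the authors' build, which is not stated.

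Some gene labels join the names of overlapping genes, and 9 of the 5408 transcripts seen in both libraries carried a different label in each. A joined label was replaced by the GENCODE gene of the transcript where that gene is part of the label, which left 0 such differences and changed 1204 reads in total marrow and 85 in lineage-negative cells. This replacement was decided after the labels of HBB had been seen, and it enters the main values for genes, isoform usage and marker sets. The labels as deposited were run as an alternative for all 3. Also decided after seeing the files, because of the separate numbering, was to define an isoform in the usage test by its transcript, with unannotated isoforms of a gene pooled by category.

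Category shares were given with Wilson 95% intervals and compared with two-sided Fisher exact tests, adjusted by the Benjamini-Hochberg procedure over the 8 categories. Genes with at least 10 molecules over both libraries were compared by the log2 ratio of CPM (molecules scaled to the library total), lineage-negative over total, after adding a pseudocount of 0.5 molecule to each count, so ratios of low genes are understated. A gene was called at a Benjamini-Hochberg adjusted Fisher p-value under 0.05 and a ratio of at least 2-fold. A fold against a library with 3 molecules or fewer was computed against 3 molecules and is a lower bound. Isoform usage was tested in genes with at least 20 molecules in each library and at least 2 isoforms of 5 or more molecules. The chi-square statistic was compared with 10000 permutations of molecules between libraries, or Fisher's exact test was used for 2 isoforms. A gene was called at an adjusted p-value under 0.05 and a change of at least 10 percentage points. The number of isoforms per gene was the expected number among 20 molecules drawn without replacement, compared by 100000 two-sided sign flips over genes. Median lengths carry intervals from 1000 bootstrap draws of barcodes.

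Marker sets, 11 with 101 genes, were written down before the data were examined. The median of a set with at least 3 measured genes was placed among 10000 random sets of the same size, matched on mean expression in 20 bins. Ratios of the 2 assays were compared over genes with the unweighted mean of the short-read clusters, scaled to CPM, with a pseudocount of 1 CPM. Of 2743 tested genes, 2690 were matched to a short-read gene, 22 of them through their transcripts.

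Named genes follow a rule set before the data were examined. It takes the 5 called genes with the largest ratio in each direction that have at least 20 molecules and no opposite direction in the short-read tables, the marker genes with at least 10 molecules, the 5 called genes with the largest isoform change, and the gene with the largest authors' log2 fold change per cluster at a mean count of at least 1. Genes that could describe a donor (sex-linked, HLA and antigen-receptor genes) are counted but not named: 16 of the tested genes and 7 of the called genes. An exception is the marker gene GATA1, which lies on chromosome X and is named.

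The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. R 4.3.3 with edgeR 4.0.16 gave TMM scaling factors and, as an added alternative, an exact test on molecules or recovered counts with an assumed dispersion of 0.16, because a single library per group leaves no spread to estimate. Alternatives numbered 40 before the data were examined and 11 more were chosen after. The gene test was tested on simulated data for 2738 genes, where it recovered 197 of 200 genes changed 4-fold and made 4 false calls. The isoform test recovered 40 of 40 changed genes with 1 false call among 156 genes. Changed genes were drawn only from those with at least 50 molecules, or at least 50 in each library for isoforms. In the data, 401 of 2743 genes and 65 of 160 genes reached these levels. Recovery at lower counts was thus not measured. The simulations draw counting error only and have no variation between donors or preparations.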

Results

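The data describe the transcripts of human total bone marrow and of lineage-negative marrow cells, read by short-read and by full-length single-cell RNA sequencing. The series title names full-length sequencing of marrow subpopulations, and the comparison between the groups addresses which genes and isoforms differ between them. No difference below has a replicate check, because each group has 1 library per assay. Intervals and p-values cover counting error within the 2 libraries.

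The total marrow full-length library held 84349 molecules of 7521 genes, and the lineage-negative library held 124554 molecules of 9388 genes. They fell into 14778 and 23096 collapsed isoforms, of which 62.6% and 64.3% were seen in 1 molecule. The smallest share that 3 molecules can show was 0.00356% in total marrow and 0.00241% in lineage-negative cells. Mitochondrial genes took 35.6% of the molecules assigned to genes in total marrow (Wilson 95% interval 35.2 to 35.9) and 29.4% in lineage-negative cells (29.2 to 29.7). The order was the other way round in the recovered short-read counts, at 16.97% and 18.96%, but these held only the 13 mitochondrial protein genes. In full-length molecules the same 13 genes took 17.1% and 22.2%, also in the reverse order. The higher full-length total in total marrow thus came from the other mitochondrial genes. Ribosomal protein genes took 9.14% and 12.6%. The short-read table of total marrow listed 15477 genes in 3 clusters, and that of lineage-negative cells listed 18258 genes in 4 clusters.

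Barcodes were covered unevenly. The total marrow library had 29628 barcodes and the lineage-negative library 43565, with a median of 1 molecule in each. Barcodes with a single molecule made up 81.9% of barcodes in total marrow and 80.3% in lineage-negative cells, and held 28.8% and 28.1% of the molecules. At least 10 molecules were found for 490 barcodes of total marrow, which held 55.7% of its molecules, and for 690 barcodes of lineage-negative cells, which held 55.1%. The median among these barcodes was 29 molecules in total marrow and 31 in lineage-negative cells.

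**Figure D1:**
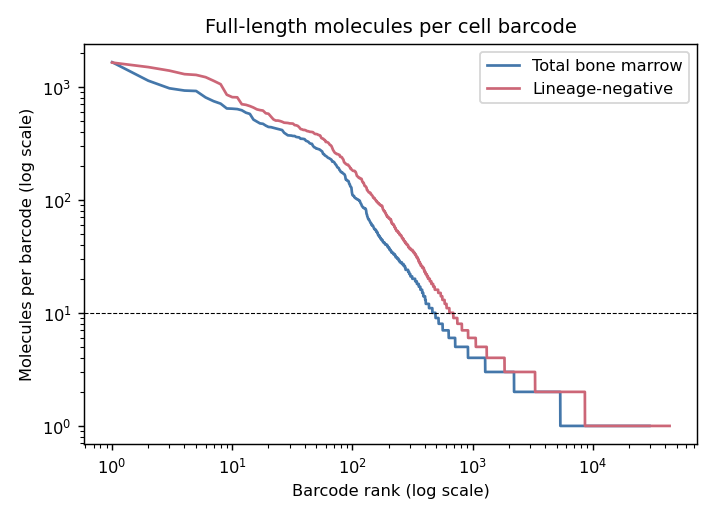
Molecules per cell barcode (vertical, log scale) against the rank of the barcode (horizontal, log scale) in the total marrow (blue) and lineage-negative (red) full-length libraries. The dashed line marks 10 molecules, reached by 490 and 690 barcodes.

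Structural categories were compared between the full-length libraries. Full-splice matches took 83.3% of molecules in total marrow (Wilson 95% interval 83.1 to 83.6) and 82.6% in lineage-negative cells (82.4 to 82.8), a difference of -0.764 percentage points (Fisher exact test, Benjamini-Hochberg adjusted p = 8.47e-06). The difference was 0.350 points, in the other direction, among barcodes with at least 100 molecules (Fisher exact p = 0.210) and -1.58 points among isoforms of at least 1000 bases. Incomplete-splice matches took 11.5% and 11.2% (adjusted p = 0.00737). Unannotated combinations of known splice sites took 2.57% (2.47 to 2.68) and 3.12% (3.03 to 3.22), with an adjusted p of 1.15e-12. Isoforms with an unannotated splice site took 2.14% (2.05 to 2.24) and 2.52% (2.44 to 2.61), with an adjusted p of 4.00e-08. Together these 2 unannotated categories were higher in lineage-negative cells by 0.932 points (4.71% against 5.64%, Fisher exact p = 5.11e-21). Among isoforms with at least 2 molecules this difference was 0.140 points (Fisher exact p = 0.0711). Without mitochondrial and ribosomal protein genes, full-splice matches took only 70.4% in total marrow and 70.7% in lineage-negative cells. The 2 unannotated categories together then took 8.36% and 9.51%. All other shares in this paragraph include the mitochondrial and ribosomal protein genes. Fusion transcripts took 0.143% in total marrow and 0.264% in lineage-negative cells (adjusted p = 1.06e-08). Antigen-receptor and other loci that are not named held 23.1% of the fusion molecules in total marrow and 71.4% in lineage-negative cells. At all other loci fusion transcripts took 0.110% in total marrow (93 molecules) and 0.0755% in lineage-negative cells (94 molecules, Fisher exact p = 0.0111). This decrease rests on 1 locus, TYMP_ODF3B, with 61 and 0 molecules. Without it the other loci took 0.0379% (32 molecules) and 0.0755% (94 molecules, Fisher exact p = 0.000518).

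**Figure D2:**
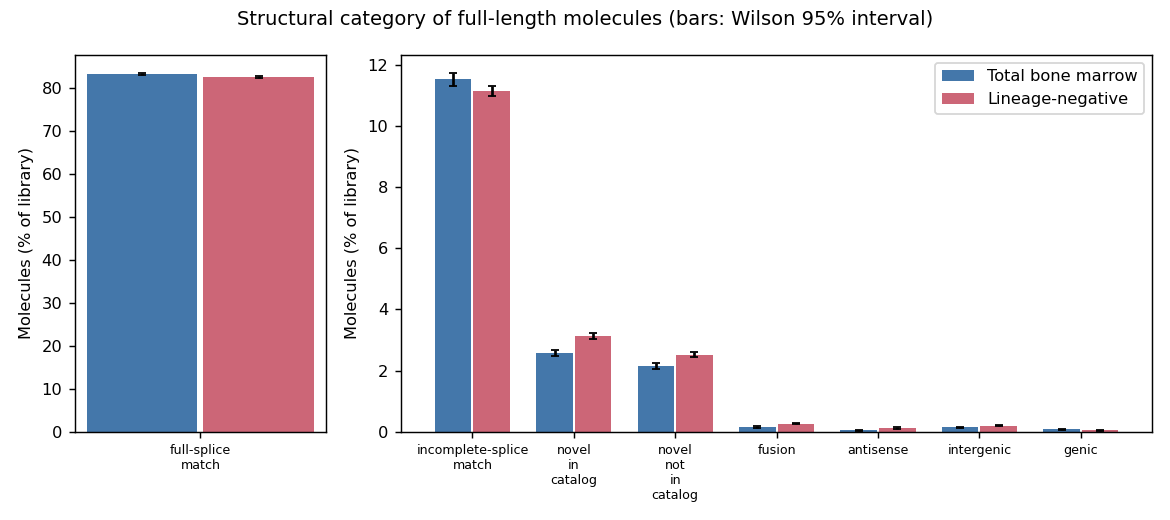
Share of molecules (percent of the library) in each structural category in total marrow (blue) and lineage-negative cells (red), with Wilson 95% intervals. Full-splice matches (left panel, own scale) took 83.3% and 82.6%, and the largest other category, incomplete-splice matches, took 11.5% and 11.2%. Mitochondrial and ribosomal protein genes are included.

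Gene abundance was compared for 2743 genes. Of these, 240 were called between the libraries, 112 higher and 128 lower in lineage-negative cells, while 565 had an unadjusted Fisher p under 0.05. The median log2 ratio of the tested genes was 0.26. The assumed-dispersion test of edgeR, which allows for variation between libraries, called 10 genes. Of the 225 called genes measured in both short-read tables, 178 (79.1%) had the same direction in the unweighted cluster means and 202 (89.8%) in the recovered counts pooled over clusters.

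Among the genes with the largest ratios that the naming rule takes, hemoglobin genes were lower in lineage-negative cells. MT-ND3 had a larger decrease (518 and 0 molecules, log2 ratio -10.58) but a pooled short-read log2 ratio of 0.26. It is therefore not listed here. HBA2 (ENSG00000188536, chromosome 16, 172876 to 173710) had 561 molecules in total marrow and 4 in lineage-negative cells, a log2 ratio of -7.52, and the pooled short-read ratio was -7.50. HBA1 (ENSG00000206172, chromosome 16, 176680 to 177522) had 463 and 12 molecules, a log2 ratio of -5.77. HBA1 and HBA2 are near-identical copies, so the division of molecules between them is uncertain. HBM (ENSG00000206177, chromosome 16, 153892 to 166768) had 21 and 0 molecules and was at least 10.3-fold lower. DEFA1 (ENSG00000206047, chromosome 8, 6977649 to 6980080) had 23 and 0 molecules and was at least 11.3-fold lower. DEFA1 shares near-identical copies with DEFA3 and was not matched to the short-read tables. In barcodes with at least 10 or at least 100 molecules, HBM and DEFA1 fell below the minimum count and were not tested. The joined locus TYMP_ODF3B, classed as a fusion, had 61 and 0 molecules, at least 29.99-fold lower. Over all labels with TYMP, the counts were 72 and 26, a log2 ratio of -2.01, against -1.68 for TYMP in the pooled short-read counts.

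In the other direction, 3 of the 5 genes were mitochondrial. MT-CO3 (ENSG00000198938, chromosome M, 9207 to 9990) had 0 molecules in total marrow and 2997 in lineage-negative cells, at least 677-fold higher. MT-ND2 (ENSG00000198763, chromosome M, 4470 to 5511) had 31 and 2236 molecules, a log2 ratio of 5.59. MT-ATP6 (ENSG00000198899, chromosome M, 8527 to 9207) had 67 and 1425 molecules, a log2 ratio of 3.84. In the pooled short-read counts the log2 ratios of the same genes were 0.17, 0.25 and 0.11. TOMM6 (ENSG00000214736, chromosome 6, 41787662 to 41789898) had 0 and 27 molecules, at least 6.10-fold higher, and was not matched to the short-read tables. Of the 27 molecules 18 had the joined label TOMM6_PRICKLE4, so by the labels as deposited TOMM6 had 9 and was not tested. IGLL1 (ENSG00000128322, chromosome 22, 23573125 to 23580308) had 2 and 37 molecules, at least 8.36-fold higher, and a pooled short-read log2 ratio of 3.47, while the ratio was 1.46 in the unweighted means of the clusters and -0.75 in their medians.

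**Figure D3:**
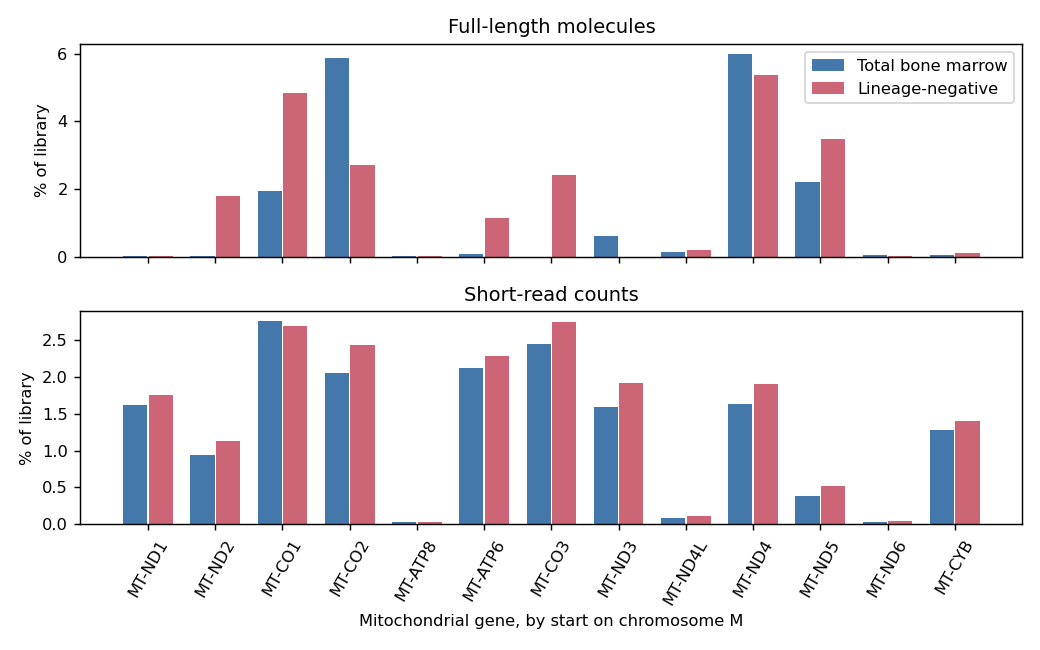
Share of each mitochondrial protein gene, ordered by start on chromosome M, in percent of the full-length molecules (upper panel) and of the recovered short-read counts (lower panel, own scale), for total marrow (blue) and lineage-negative cells (red). MT-CO3 took 0% and 2.41% of full-length molecules but 2.44% and 2.74% of short-read counts.

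Lineage marker sets were then compared between the libraries as a check of the labels. The median log2 ratio of the monocyte set was -2.93 over 9 genes, and that of the erythroid set was -2.78 over 9 genes, both at percentile 0 of matched random sets. The pooled short-read counts gave -2.65 and -1.40, also at percentile 0. Of the 9 monocyte genes 8 were called lower, among them CD14 with 56 and 3 molecules (at least 27.5-fold lower), S100A8 with 175 and 33 (log2 ratio -2.95) and S100A9 with 405 and 78 (-2.93). Of the 9 erythroid genes 7 were called lower, among them HBB with 1164 and 250 molecules (-2.78) and AHSP with 47 and 8 (-3.04). The other 2 had positive ratios without a call, KLF1 with 16 and 48 molecules (0.99, pooled short-read 0.37) and GATA1 with 3 and 14 (1.49, pooled short-read 0.86). The unweighted short-read cluster means went the other way, at -1.23 for KLF1 and -0.56 for GATA1. HBB had a log2 ratio of 6.82 by the gene labels as deposited. The neutrophil granule set had a median of 1.28 over 6 genes, at percentile 99.97, with MPO at 90 and 486 molecules (1.87), ELANE at 14 and 64 (1.59) and PRTN3 at 12 and 67 (1.87) called higher and DEFA3 called lower at 38 and 3 molecules. Its percentile was 94.0 when genes of any count were used. The plasma cell set had a median of 1.35 over 3 genes, at percentile 97.8.

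The stem and progenitor set could hardly be measured with full-length molecules. Only 3 of its 12 genes reached 10 molecules, and their median of 0.26 lay at percentile 57.6. When genes of any count were used, the full-length median over all 12 genes was 1.19, at percentile 95.6. In the pooled short-read counts all 12 genes were measured, with a median of 2.01 at percentile 100. The dendritic set had a median of 0.73 over 3 genes (percentile 84.0), with FCER1A called lower at 15 and 5 molecules (-2.06), and the cell cycle set 0.36 over 9 genes (percentile 66.5). The B-lineage, T and NK and megakaryocyte sets had 2 measured genes each, and the eosinophil, basophil and mast cell set had 0, so no full-length median was formed. Their short-read medians were 2.25, -2.47, -3.46 and 2.76.

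**Figure D4:**
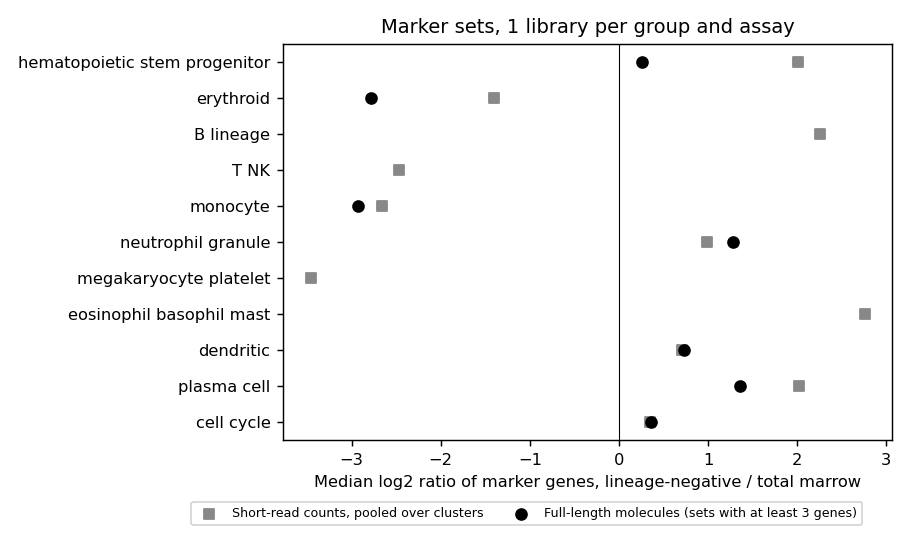
Median log2 ratio, lineage-negative over total marrow, of each marker set in full-length molecules (black circles, sets with at least 3 measured genes) and in pooled short-read counts (grey squares). The erythroid set lay at -2.78 and -1.40 and the monocyte set at -2.93 and -2.65. The stem and progenitor set lay at 0.26 (3 measured genes) and 2.01 (12 genes).

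In the authors' deposited table of total marrow, clusters 1, 2 and 3 had 1983, 52 and 1642 genes with a positive log2 fold change and an authors' adjusted p under 0.05. In the authors' deposited table of lineage-negative cells, clusters 1 to 4 had 2750, 2782, 1380 and 122 such genes. The recovered counts fell at 74.0%, 6.31% and 19.7% into the total marrow clusters and at 39.3%, 49.1%, 5.55% and 6.08% into the lineage-negative clusters. Mitochondrial genes took 12.2%, 48.1% and 24.9% of the counts of the total marrow clusters. For the lineage-negative clusters these shares were 11.99%, 15.6%, 46.7% and 65.8%. In the authors' deposited table of total marrow the named genes were SERPINA1 in cluster 1 (log2 fold change 6.59), CXCL12 in cluster 2 (8.56) and ANK1 in cluster 3 (7.38). In the authors' deposited table of lineage-negative cells they were S100A9 in cluster 1 (6.10), CA1 in cluster 2 (6.21), AC005224.3 in cluster 3 (7.06) and DERL3 in cluster 4 (3.29).

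Marker sets were placed in the clusters by the authors' log2 fold changes. Of 77 pairs of cluster and set, 52 had a median outside the central 95% of matched random sets. The monocyte set was highest in cluster 1 of total marrow (4.99) and cluster 1 of lineage-negative cells (4.93). The erythroid set was highest in cluster 3 of total marrow (5.62) and cluster 2 of lineage-negative cells (4.52). The stem and progenitor set was highest in these same erythroid-high clusters, at 3.09 and 2.72. The T and NK set was highest in cluster 2 of total marrow (2.35) and cluster 1 of lineage-negative cells (3.44). The plasma cell set reached 4.40 in cluster 2 of total marrow and 2.71 and 2.92 in clusters 3 and 4 of lineage-negative cells.

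The ratios of the 2 assays were compared across genes, which are not independent replicates. Over 2686 genes, Spearman's rho was 0.370 (bootstrap 95% interval over genes 0.333 to 0.407) and Pearson's r was 0.472, and 56.0% of genes had the same sign. With pooled recovered counts in place of unweighted cluster means, rho was 0.508 and 69.6% of 2690 genes had the same sign. Levels within a library had a rho of 0.670 in total marrow and 0.637 in lineage-negative cells, over 2690 genes.

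**Figure D5:**
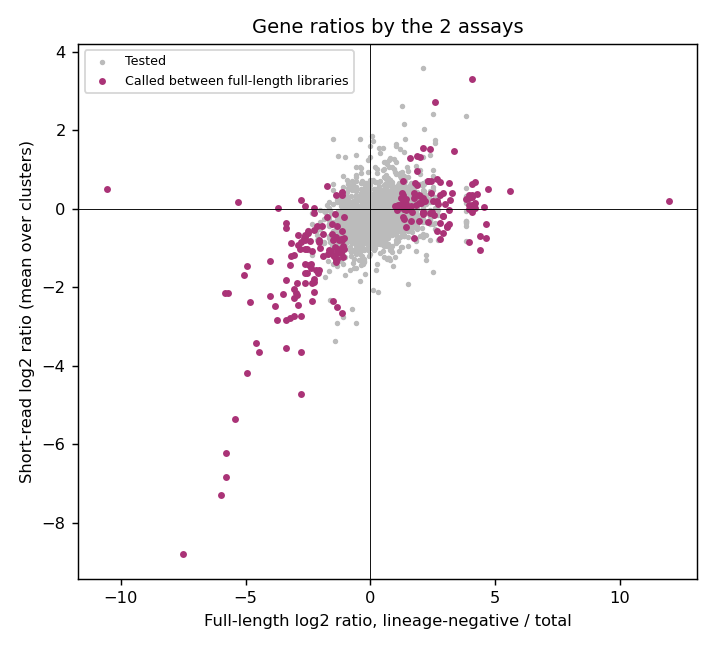
Log2 ratio of each gene, lineage-negative over total marrow, in full-length molecules (horizontal) and in short-read cluster means (vertical), for 2676 genes after leaving out genes that are not named. Called genes are purple and other tested genes grey, and Spearman's rho over the full 2686 genes was 0.370.

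Isoform usage was testable in 160 genes, of which 51 were called between the libraries. With at least 50 molecules in each library, 65 genes were testable and 10 were called. For 4 of the 5 genes with the largest change (SERF2, TPI1, RNASET2 and PFN1), the p-value of 0.0001 was the smallest that the permutations can give. In SERF2 on chromosome 15, transcript ENST00000249786 (43791842 to 43794595, 3 exons) took 95.5% of 44 molecules in total marrow and 0% of 54 in lineage-negative cells, where ENST00000381359 (43777100 to 43794595, 5 exons) took 98.1% (Wilson 95% interval 90.2 to 99.7). In CALM2 on chromosome 2, ENST00000272298 (47160082 to 47176601, 6 exons) took 100% of 26 molecules in total marrow and 2.04% of 49 in lineage-negative cells, where ENST00000652974, whose identifier has no match in GENCODE release 29, took 98.0% (Fisher exact p = 2.67e-19). In TPI1 on chromosome 12, ENST00000613953 (6867420 to 6870946, 7 exons) took 97.3% of 37 molecules and 0% of 72, where ENST00000396705 (6867531 to 6870828, 7 exons) took 84.7%. In RNASET2 on chromosome 6, ENST00000508775 (166929504 to 166956702, 9 exons) took 96.0% of 25 molecules and 0% of 31, where isoforms with an unannotated splice site took 93.5%. In PFN1 on chromosome 17, unannotated combinations of known splice sites took 94.2% of 52 molecules and 0% of 37, where ENST00000225655 (4945652 to 4949014, 3 exons) took 97.3%. Isoforms were collapsed and matched to transcripts separately in each library, so these exchanges have not been separated from that step.

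The number of isoforms per gene was compared in 348 genes at an equal draw of 20 molecules. The mean was 3.30 (SD 2.32 over genes) in total marrow and 3.45 (SD 2.57) in lineage-negative cells. The mean difference was 0.150 (bootstrap 95% interval 0.0138 to 0.281, sign-flip permutation p = 0.0270), and 164 of the 348 genes were higher in lineage-negative cells. At a draw of 10 molecules the difference was 0.187 over 812 genes, and at a draw of 50 molecules it was 0.0472 over 137 genes (permutation p = 0.685). The median isoform length of a molecule was 1502 bases in total marrow (bootstrap 95% interval 1466 to 1517) and 1562 bases in lineage-negative cells (1539 to 1579), a difference of 60 bases (32 to 99). The upper quartile went the other way, with 2165 bases in total marrow and 2035 in lineage-negative cells. Without mitochondrial and ribosomal protein genes the difference of the medians was 177 bases.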

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

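No paired analysis was possible because each group has 1 library per assay, and leaving out a library would leave a group empty. The 40 alternatives fixed before the data were examined and 11 chosen after gave 149 values for the main results, of which 104 kept their direction and call (or, without a test, stayed within their 95% interval or within 1.5 times the main count), 8 weakened, 2 strengthened, 32 moved and 3 reversed. Where no value is named as showing it, the cause was not tested.

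The higher full-splice share in total marrow (-0.764 points) was kept under 3 of 7 alternatives, at -1.58 for isoforms of at least 1000 bases, -1.09 over distinct isoforms and -0.777 over all reads. It fell to -0.171 in genes seen in both libraries and -0.0310 in isoforms with at least 2 molecules. It reversed to 0.350 in barcodes with at least 100 molecules (Fisher exact p = 0.210) and 0.245 without mitochondrial and ribosomal protein genes (Fisher exact p = 0.365), so neither reversal was itself a call. The incomplete-splice difference (-0.386 points) was kept under 5 of 7 alternatives, at -1.27 in barcodes with at least 100 molecules, -1.74 without mitochondrial and ribosomal protein genes, -3.46 over distinct isoforms, -0.629 in genes seen in both libraries and -0.388 over all reads. It was -0.225 with at least 2 molecules per isoform and reversed to 0.183 (Fisher exact p = 0.274) for isoforms of at least 1000 bases. The unannotated share stayed higher in lineage-negative cells under all 7 alternatives, but at 0.140 points (Fisher exact p = 0.0711) with at least 2 molecules per isoform.

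The count of 240 called genes (112 higher, 128 lower) fell to 91 (44 and 47) with at least 50 molecules, 155 (58 higher) with no minimum and 154 (55 higher) in barcodes with at least 100 molecules. Of the settings chosen after seeing the data, barcodes with at least 10 molecules as the unit gave 91 (33 and 58). Of the named genes still tested there, HBB, AHSP, CA1, HBD, MNDA, ELANE, PRTN3 and FCER1A were no longer called. Also chosen after seeing the data, edgeR's exact test with an assumed dispersion of 0.16 gave 10 (4 and 6), all 10 among the 240. These included HBA2, HBA1, TYMP_ODF3B and CD14. They also included MT-CO3, MT-ND2 and MT-ATP6, whose pooled short-read log2 ratios were only 0.17, 0.25 and 0.11. HBB, AHSP, S100A8, S100A9, MPO, ELANE, PRTN3 and IGLL1 were among the named genes that lost their call. The recovered short-read counts gave 2158 (875 and 1283) by Fisher's test, 123 of them shared with the 240, and 94 (12 and 82) by edgeR. TMM scaling called 235 genes, 214 of them shared, and lowered the median log2 ratio from 0.26 to 0.15. The share of higher calls was then 36.6% (86 higher, 149 lower) against 46.7%. It was 53.7% (109 higher, 94 lower) with the larger library drawn down to equal depth and 50% (91 and 91) with all barcodes as the unit. Named genes and isoforms gave 398 further values over 34 results: 326 kept direction and call, 71 weakened and 1 reversed, HBB at 6.82 by the gene labels as deposited. Replacing joined labels, a choice made after HBB was seen, is what shows this cause. With the deposited labels 243 genes were called, 239 of them shared, the isoform usage test called the same 51 genes, and the erythroid median was -1.35 against -2.78, at percentile 0.01.

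Isoform usage gave 51 calls in 160 testable genes. With at least 50 molecules in each library 10 of 65 were called, and with full-splice matches only 23 of 74. With molecules of at least 1000 bases only, 47 of 87 were called, 38 of them shared with the 51. Permuting barcodes gave the same 51 genes. Isoforms per gene differed by 0.150, by 0.187 at 10 molecules drawn, 0.137 without single-molecule isoforms and 0.181 over all reads, and without a call by 0.0472 at 50 molecules drawn (sign-flip permutation p = 0.685) and 0.0920 without incomplete matches (permutation p = 0.134). The alternative without single-molecule isoforms was applied within each library, since isoform numbers are not shared. The length difference was 177 bases without mitochondrial and ribosomal protein genes. The median molecules per barcode was 29 and 31 in barcodes with at least 10.

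With a log2 fold change of at least 1, clusters 1 and 2 of lineage-negative cells had 1823 and 1710 higher genes. At an adjusted p under 0.01, clusters 3 and 4 had 802 and 80. With a mean of at least 0.1, 31 of 49 pairs of cluster and set lay outside the central 95%. The monocyte and erythroid medians stayed negative at percentile 0 under both rescalings, pseudocount 5, no minimum, all reads and short-read counts. The stem and progenitor median was 2.01 and the dendritic 0.70 in short-read counts, both then above the central 95% of random sets, while the neutrophil granule median was 0.68 and the plasma cell 0.82 with no minimum, both then inside. Spearman's rho between assays was 0.552 with at least 50 molecules, 0.283 with the median over clusters and 0.508 with pooled counts. With 3, 2 or 0 measured genes in most sets, depth limits what full-length molecules show about rare lineages.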

Other observations

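The tests on HBB, on MT-CO3, on molecules assigned to the wrong library and on exchanged transcripts were chosen only after the result was seen. The others were written down before their result.

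By the gene labels as deposited, HBB had 1 molecule in total marrow and 250 in lineage-negative cells, a log2 ratio of 6.82. In total marrow 1163 molecules of HBB transcripts carried a joined label with an overlapping locus, and 0 did in lineage-negative cells. Counted by transcript, the log2 ratio was -2.78, and the pooled short-read ratio was -1.74. The joined label is a candidate explanation that accounts for the change of sign. Abundances by deposited gene label may be off for other overlapping loci as well, since the replacement covered 9 labels in total marrow and 16 in lineage-negative cells.

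MT-CO3 was listed at 0 of the total marrow full-length molecules. If cells of total marrow had fewer MT-CO3 transcripts, the short-read tables would show it too, but there the log2 ratio was 0.17. Summed over the adjacent genes MT-CO2, MT-ATP8, MT-ATP6 and MT-CO3, the full-length log2 ratio was 0.0704, against 0.17 for the same genes in short-read counts. A candidate explanation is that reads of this block were assigned to different members in the separately processed libraries. MT-ND3 showed the opposite picture, with 518 molecules in total marrow and 0 in lineage-negative cells and a short-read log2 ratio of 0.26, and was not tested further. Full-length ratios of single mitochondrial genes may therefore reflect assignment. MT-ATP6 lies in the tested block, while MT-ND2, also among the 5 genes with the largest increase, lies outside it and was not tested.

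Most barcodes carried 1 molecule. Single-base substitutions in the barcodes of well-covered cells account for few of them. Within 1 mismatch of a barcode with at least 10 molecules lay 2.81% of the 1-molecule barcodes in total marrow and 2.78% in lineage-negative cells. Of barcodes with shuffled bases 0% did. Insertions, deletions, several errors in a barcode and errors in less covered barcodes were not examined, so barcode errors as a whole are not excluded. RNA from outside the cells remains a candidate. In total marrow hemoglobin (HBB, HBA1 and HBA2) took 4.68% of molecules in 1-molecule barcodes (Wilson 95% interval 4.42 to 4.95) and 1.62% in barcodes with at least 10 molecules (Fisher exact p = 2.94e-119). In lineage-negative cells the order was the other way round, 0.157% against 0.249% (Fisher exact p = 0.00241), so hemoglobin gives this picture in 1 library of 2. Mitochondrial genes took more of the molecules in 1-molecule barcodes than in barcodes with at least 10 in both libraries, 37.7% against 28.1% in total marrow and 35.7% against 19.8% in lineage-negative cells. Small or poorly captured cells were not tested as an alternative. The HBB log2 ratio was -1.67 and still called in molecules of barcodes with at least 100 molecules, which leaves out all 1-molecule barcodes. With the share of barcodes with at least 10 molecules as the measure it was -0.35 and not called. AHSP (-1.55), CA1 (-0.33) and HBD (-0.49) also lost their call, while HBA2 stayed at -6.28 and HBA1 at -3.24.

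Both full-length libraries carry the same run name, and 116 barcodes occur in both. Molecules assigned to the wrong library would appear under the well-covered barcodes of the other one. Barcodes with at least 50 molecules in lineage-negative cells held 59052 molecules there and 4 in total marrow, or 0.00677%, and the opposite direction gave 1 against 39661. Exchange of molecules between the libraries was thus far under 1% by this measure.

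The share of unannotated isoforms was higher in lineage-negative cells. Expression of different genes did not account for all of it, since the Mantel-Haenszel odds ratio over 6100 genes was 1.16 (95% interval 1.10 to 1.22) against 1.20 without stratifying. The separate collapse of the libraries and their different depth were not excluded, and the difference was 0.140 points (Fisher exact p = 0.0711) in isoforms with at least 2 molecules. The pattern cannot be told apart from a technical one.

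Full-length and short-read abundances differed by gene. A loss of long transcripts in the full-length assay would give a negative relation with isoform length. Across genes, which are not independent, Spearman's rho of the full-length over short-read share with length was 0.296 in total marrow (936 genes) and 0.370 in lineage-negative cells (1736 genes), the opposite of what was predicted. No other explanation was tested.

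Isoform usage was called in 51 genes. A length difference between the libraries was not seen as the reason, since the gained isoform was the longer in 30 of the 51 genes (two-sided exact binomial p = 0.262). A different reference transcript given to the main isoform of each library would make near-complete exchanges the rule. Such an exchange, with 1 transcript or class over 80% of molecules in one library and under 20% in the other, was found in 11 of the 51 genes (21.6%), so it does not explain most calls. In 10 of these 11, 1 collapsed isoform per library carried at least 80% of the transcript lost or gained most. A stricter count, which also requires another transcript to rise from under 20% to over 80%, found 7 genes (13.7%), 6 of them carried by 1 collapsed isoform per library. The 5 genes named in the report were chosen as the largest changes and are of the exchange kind, so for them the assignment of transcripts could still be the source. A donor difference was not tested.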
